A study of Mus musculus with 20 samples. Its data were reported in "Patient-Specific TBX5-G125R Variant Induces Profound Transcriptional Deregulation and Atrial Dysfunction" (2022).

How the data were processed

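RNA from whole right and whole left atria of adult female mice aged 8 to 12 weeks was sequenced in 20 libraries. They form 4 groups of 5: control right atria, right atria of mice heterozygous for the Tbx5 G125R allele (here "mutant"), control left atria and mutant left atria. Libraries are named by atrium, genotype and number. The study counts 5 animals per genotype for the right atria. The labels give no animal identity, so they do not tell whether left and right libraries share animals. Each p measures a difference against the spread between libraries of a group.

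The notes of the submitters name a TruSeq library preparation from 300 ng of RNA, alignment with STAR to mm10 and normalization with DESeq2, without versions. The authors deposited 1 table per atrium whose per-library values are a signal, namely a read count divided by the size factor that DESeq2 gave that library within its table. In every library all nonzero values were whole multiples of a single step, 100% of them within a tolerance of 0.01 reads, and division by that step gave back whole reads. In left mutant 3 the step lies so close to 1 that this check has little power. The deposited tables also hold the authors' own log2 fold change, control over mutant, with an adjusted p-value from DESeq2. The tables of the 2 atria were normalized separately, so levels are not compared across them and only changes within an atrium are.

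The deposited right atrium table holds 40924 entries, of which 6275 carry no values. A further 1203 were repeats of a gene ID with the same values and were removed, which left 33446 genes. The deposited left atrium table holds 41128 genes, of which 7682 had no symbol, and 7335 of these were named from the GENCODE M21 reference. Gene positions, gene kinds and GC content were read from that reference, whose build may differ from the one the authors used. It covered 99.6% of the tested right atrium genes and 99.5% of the tested left atrium genes. No library was left out.

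Genes with a mean of at least 10 normalized counts over the 10 libraries of a table were tested with limma, using log2 of the normalized count plus 1, an empirical Bayes step with a mean-variance trend, and Benjamini-Hochberg adjustment. Fold changes are on that scale, mutant minus control, with the standard error of the limma model. A gene was called at an adjusted p under 0.05. Each atrium was tested on its own. A further test, the difference between atria, took the left change minus the right change over all 20 libraries. Agreement of the atria was measured as the correlation across genes of the fold changes. Properties of the libraries were compared with exact two-sided permutation tests of 5 against 5 libraries, whose smallest possible p is 0.00794. The tests, the gene lists, the rule for named genes and the first set of alternatives were written before the data were examined.

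For gene lists, 36 lists were fixed, and the 35 with at least 3 measured members were tested in each atrium. Most come from textbook knowledge of ion handling, contraction, signalling, metabolism and the cell types of the heart. Several of these also hold genes that the study had named as changed in these samples. Among them are the calcium handling, potassium channel, sinoatrial node, ventricular chamber, and BMP and TGF-beta lists. Their counts and set tests are therefore not independent evidence. The catalogue of ion handling genes, the genes singled out by the study and the genes reported to respond to reduced Tbx5 were taken from the study, except that Gja5 was put in the last of these from general knowledge. For each list the members called higher or lower over all tested genes were counted, and counted again with p adjusted over the list alone. The set test was camera with a preset correlation between genes of 0.01, repeated with an estimated correlation. The fry test of limma asked whether the members of a list moved on balance one way.

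Genes are named by a rule. Tbx5 comes first, in every library. Then, in each atrium, come the 10 largest increases and the 10 largest decreases among called genes with a mean of at least 50 normalized counts and no overlap between mutant and control values, passing over symbols of predicted genes. From each list come up to 4 members of lowest adjusted p, or for a list without a called member up to 3 of highest mean. Genes that the study singled out, or that it reported as responding to reduced Tbx5, may be named. For the difference between atria the rule takes the 5 largest of each sign among called genes with a mean of at least 50 in either atrium. Within the rule the text names a selection. Ppp1r1a, Syne2, Myl1, Tnni1 and Acta2 in the right atrium, Gria3 and Vsnl1 in the left, and the difference of 1110012L19Rik lie outside it and were chosen after their values were seen.

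The alternatives tried were pseudocounts of 0.5 and 5, no filter or a mean of at least 50, other scalings (TMM, median ratio, quantile), a robust empirical Bayes step, leaving out each library in turn, the replicate number as a block, edgeR and DESeq2 on the recovered reads, all 4 groups in a single model, and the authors' deposited adjusted p. For the difference between atria, a further model let left and right libraries of the same genotype and number be correlated (duplicateCorrelation of limma). The block pairs control and mutant libraries by number, a link that the labels do not give. The single model gives each gene a shared spread in both atria. Where left libraries spread more, it understates the left spread and overstates the right. Alternatives added after seeing the data removed the GC content trend of each library, used that trend or the first component of clock genes as a covariate, left out pairs of left libraries, or weighted the atria.

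Depth, as the sum of recovered reads over genes, ran from 17.5 to 26.8 M reads per right atrium library and from 19.1 to 24.8 M reads per left atrium library. Precision was set by the spread between libraries, with a median standard error of 0.11 (log2) in the right atrium and 0.23 in the left. The pipeline was tested on simulated data with 200 changed genes among the measured ones. Genes and atria were simulated independently, without GC trends or other structure shared by the genes of a library. The shares of false calls therefore do not carry over to libraries that hold such structure, as the left ones do. In the right atrium setting limma recovered 52.2% of the 1.5-fold changes, 80.6% of the 2-fold and 98.5% of the 4-fold ones, and 4.35% of its calls were false. In the left atrium setting it recovered 17.9%, 50.7% and 93.9%, and 5.26% of its calls were false. For the difference between atria it recovered 15.6%, 54.7% and 90.9%, and 6.31% of its calls were false. DESeq2 on the same simulated reads gave 15.3% false calls in the right atrium setting and 18.1% in the left.

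Analyses used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.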

Results

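Whole atria of adult female mice were profiled by RNA sequencing to ask how a missense allele of Tbx5, a T-box transcription factor of atrial and conduction system identity, changes gene expression. The G125R allele was made in mice with CRISPR-Cas9 and studied in heterozygotes. There were 20 libraries, 5 each of control right atrium, mutant right atrium, control left atrium and mutant left atrium. The study states that the right atrium samples contained sinoatrial node tissue. Depth was 17.5 to 26.8 M reads per right atrium library and 19.1 to 24.8 M reads per left atrium library. Reads of the mitochondrial rRNA genes made up 7.28% to 15.7% of a right atrium library and 19.5% to 46.7% of a left atrium library, with no difference between genotypes in either (exact permutation p = 0.460 right and 0.817 left). The number of genes with a read was higher in mutant right atria, 20149 ± 290 (SD, n = 5) against 19437 ± 455 (exact permutation p = 0.0317). No other property of the libraries differed between genotypes in either atrium.

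Tbx5 itself (ENSMUSG00000018263, chromosome 5, 119832668 to 119885219) was at the same level in both genotypes. Right atria held 6113 ± 1088 (SD, n = 5) normalized counts in controls and 6153 ± 584 in mutants, a log2 fold change of 0.02 ± 0.11 (SE) with an adjusted p of 0.937. The control right libraries 1 to 5 held 5087, 5584, 5320, 7198 and 7375, and the mutant ones 5344, 6778, 6296, 5786 and 6559. Left atria held 1459 ± 329 in controls and 1520 ± 189 in mutants, a log2 fold change of 0.08 ± 0.17 with an adjusted p of 0.794. The control left libraries 1 to 5 held 979, 1424, 1363, 1813 and 1716, and the mutant ones 1629, 1385, 1454, 1337 and 1794. The tables do not separate the alleles.

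The first comparison asks which genes the allele changes in the right atrium. The largest changes were many-fold and went both ways. Iqgap2, a scaffold protein of the actin cytoskeleton, rose 12.9-fold, and Lgals3, which encodes the lectin galectin-3, rose 12.1-fold. Mrvi1, a partner of the inositol trisphosphate receptor that controls calcium release, was 9.57-fold lower. Pln, phospholamban, the inhibitor of the calcium pump of the sarcoplasmic reticulum, was 2.22-fold lower, while the pump gene Atp2a2 and the ryanodine receptor gene Ryr2 did not pass the test. Of 14288 genes tested, 442 were called higher and 448 lower in mutants.

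Among the 10 largest increases, Iqgap2 (ENSMUSG00000021676, chromosome 13, 95627177 to 95891922) went from 426 ± 69.8 (SD, n = 5) to 5487 ± 792 normalized counts, a log2 fold change of 3.69 ± 0.12 (SE) with an adjusted p of 2.14e-09. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) went from 213 ± 46.7 to 2553 ± 350, a log2 fold change of 3.59 ± 0.14 with an adjusted p of 1.42e-08. Padi2 (ENSMUSG00000028927, chromosome 4, 140906344 to 140952586), a peptidylarginine deiminase, went from 738 ± 147 to 6541 ± 1425, a log2 fold change of 3.14 ± 0.16 with an adjusted p of 9.82e-08. Sema3a (ENSMUSG00000028883, chromosome 5, 13125414 to 13602565), a secreted guidance cue for axons, went from 283 ± 51.6 to 1639 ± 264, a log2 fold change of 2.53 ± 0.14 with an adjusted p of 2.01e-07. Tph1, the enzyme of serotonin synthesis outside the brain, went from 6.61 ± 2.67 to 94.7 ± 11.4, a log2 fold change of 3.73 ± 0.27. Nfasc, neurofascin, an adhesion protein of axons, went from 35.1 ± 18.6 to 338 ± 50.7. The neural transcription factor gene Myt1l rose by 3.13 on the log2 scale, the cadherin gene Cdh22 by 3.06, Fam189a1 by 3.02, and Neto2, an auxiliary subunit of kainate receptors, by 2.41. In all 10, every mutant library lay above every control library.

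Among the 10 largest decreases, Mrvi1 (ENSMUSG00000005611, chromosome 7, 110868266 to 110982461) went from 2524 ± 602 (SD, n = 5) to 260 ± 44.1 normalized counts, a log2 fold change of -3.26 ± 0.15 (SE) with an adjusted p of 4.40e-08. Cnn1, the smooth muscle protein calponin, went from 158 ± 49.0 to 15.9 ± 2.55, a log2 fold change of -3.20 ± 0.20 with an adjusted p of 8.77e-07. The kinase gene Rps6ka6 fell by 1.89 on the log2 scale and Ptgds, prostaglandin D synthase, by 1.81. Bdh1, an enzyme of ketone body use, fell by 1.77. Myl3, the essential myosin light chain of the ventricle, went from 431 ± 115 to 150 ± 43.3, a log2 fold change of -1.53 ± 0.22. The others were Ankrd23, a stretch-responsive muscle ankyrin repeat gene (-1.52), the stress kinase gene Mapk10 (-1.50), Arxes2 (-1.47) and the hepcidin gene Hamp2 (-1.41). In these 10 every mutant library lay below every control library. The call of Arxes2, with an adjusted p of 0.0211, ended without control 3 (0.0596), control 4 (0.0521) or mutant 2 (0.0535).

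**Figure D1:**
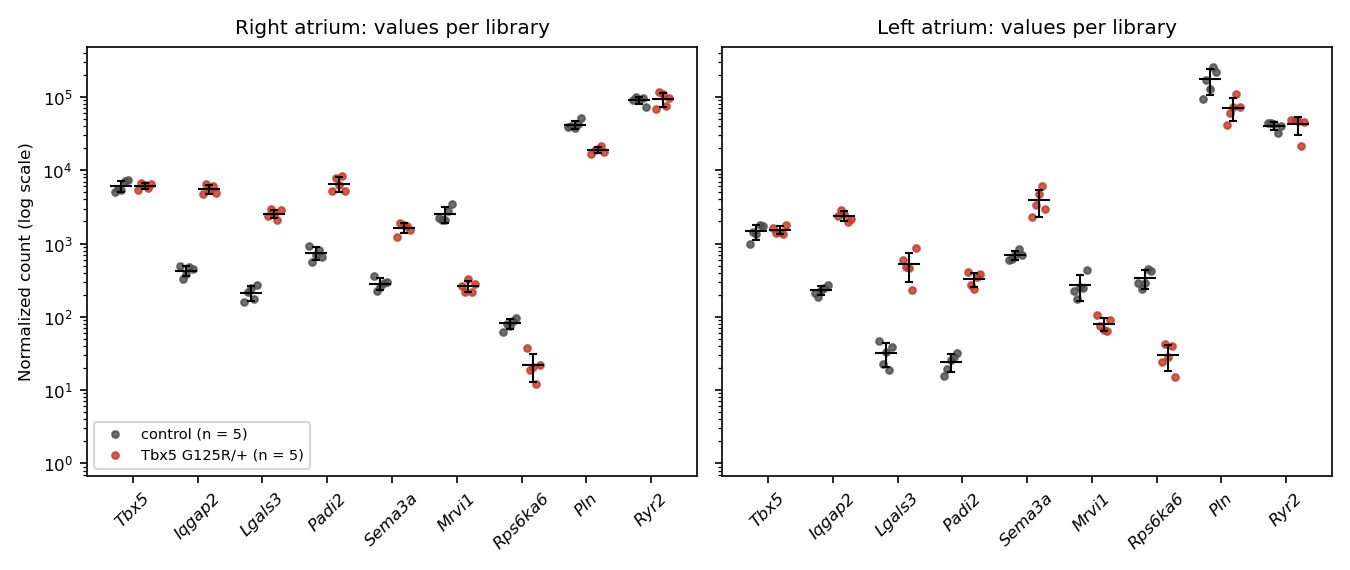
Normalized counts of 9 genes in each library, on a log axis, in the right (first panel) and left (second panel) atrium, with the mean and SD of the 5 control and 5 mutant libraries. Iqgap2, Lgals3, Padi2 and Sema3a lie higher and Mrvi1 and Rps6ka6 lower in the mutants of both atria, while Tbx5 and Ryr2 have overlapping values.

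More calcium handling genes were called lower than higher. Of 28 measured members, 1 was higher, 5 were lower and 22 were not called, and adjusted over the list alone the counts were 1 and 5. Over all members, called or not, 13 had a positive and 15 a negative fold change, with a median of -0.04 (log2). Beside Mrvi1, Pln (ENSMUSG00000038583, chromosome 10, 53337667 to 53345987) went from 42036 ± 5430 (SD, n = 5) to 18864 ± 1922 normalized counts, a log2 fold change of -1.15 ± 0.11 (SE) with an adjusted p of 1.98e-05. Casq1, the calsequestrin best known from fast skeletal muscle, fell by 0.98 on the log2 scale (adjusted p = 0.00166). Slc8a1, the sodium-calcium exchanger, fell by 0.44 (0.00779) and Cacna1c, the pore of the L-type calcium channel, by 0.45 (0.0498). Ppp1r1a, an inhibitor of protein phosphatase, rose by 0.79 (0.0227). The fry test gave the list an adjusted p of 0.0167, downward, and camera gave 0.0662, or 0.920 with an estimated correlation. The study had singled out Mrvi1, Pln, Slc8a1 and Cacna1c from these samples, so the counts and tests of this list are not independent evidence. Ryr2 (0.03 ± 0.17) and Atp2a2 (0.07 ± 0.20) had adjusted p of 0.954 and 0.868. The call of Cacna1c ended without any library but control 5 or mutant 2 (adjusted p of 0.0533 to 0.118), and that of Ppp1r1a without mutant 4 (0.0504) or mutant 5 (0.0590).

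Ion channel genes changed in both directions. Of 153 measured genes in the study's catalogue of ion handling genes, 14 were higher and 16 lower, and adjusted over the list alone 15 and 20. That catalogue was tested by the study on these samples, so its count is not independent evidence. Gria3, a glutamate receptor subunit, rose by 1.63 ± 0.12 (SE, log2), and the pacemaker channel gene Hcn2 rose by 1.43 ± 0.11 (adjusted p = 3.59e-06). Of 23 measured potassium channel genes of cardiomyocytes, 4 were higher and 2 lower, the same counts as adjusted over the list alone. The study had singled out Kcnj15, Kcnn2, Kcna4 and Kcna1 from these samples, so these counts are not independent evidence either. Kcnj15 rose by 2.59 ± 0.23, Kcnf1 by 1.86 ± 0.19, Kcnn2 by 0.60 ± 0.14 and Kcna4 by 0.57 ± 0.15, while Kcnv2 fell by 0.85 ± 0.11 and Kcna1 by 0.97 ± 0.21. The call of Kcna4 (adjusted p = 0.0390) ended without any library but control 1 or mutant 1 (0.0565 to 0.101). That of Kcnn2 (0.0252) ended without control 2 or 3 or mutant 2, 3, 4 or 5 (0.0571 to 0.0641).

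Of 25 measured sinoatrial node markers, 2 were higher, Hcn2 and the BMP receptor gene Bmpr1b (1.28 ± 0.18, SE, log2), and 7 were lower. Adjusted over the list alone, 4 were higher and 11 lower. Rgs6, a regulator of G protein signalling that tempers vagal slowing, fell by 0.55 (adjusted p = 6.46e-04) and Cacna1d, a pacemaker calcium channel, by 0.85 (9.77e-04). Ryr3 fell by 1.12 (0.00627), the calcium channel subunit gene Cacna2d3 by 0.52 (0.00816), Bmp2 by 0.88 (0.0237) and the T-type channel gene Cacna1g by 0.53 (0.0243). Another T-type gene, Cacna1h, had a log2 fold change of -1.53 ± 0.47 and an adjusted p of 0.0769, but was called by DESeq2 on the recovered reads (0.0146), in the authors' deposited table (0.0116) and with a clock covariate (0.0294). Tbx3, a transcription factor of the node, had a log2 fold change of -0.36 ± 0.23 and an adjusted p of 0.396. Camera gave the list an adjusted p of 0.0662. The call of Bmp2 ended without control 3 (0.0651), control 4 (0.0535), mutant 2 (0.0537) or mutant 4 (0.0621), and that of Cacna1g without mutant 1 (0.0504), mutant 4 (0.0640) or mutant 5 (0.0559).

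The called ventricular chamber genes were all lower. Of 8 measured, 0 were higher and 3 were lower, or 4 adjusted over the list alone, and all 8 had negative fold changes. The 3 were Pln, Myl3 and Myl2, the regulatory light chain of ventricular myosin, which went from 121 ± 92.7 (SD, n = 5) to 24.8 ± 14.3 normalized counts (adjusted p = 0.0301). Camera gave the list an adjusted p of 6.41e-04, which became an adjusted p = 0.124 with an estimated correlation, and fry gave 4.40e-04. The study had singled out Pln and Myl3 from these samples, so these tests are not independent evidence. Of 48 sarcomere and thin filament genes, 3 were higher, Tnni2 (1.90), Myl1 (0.79) and Tnni1 (1.01), which encode troponin I and myosin light chain forms best known from skeletal muscle. In that list 6 were lower, among them Lmod3, an actin nucleator of thin filaments (-1.01), and Tnnc1, cardiac troponin C (-0.94), with 9 lower adjusted over the list alone. The call of Myl2 ended without control 1 (0.0549), control 3 (0.0750), mutant 2 (0.0713), mutant 3 (0.0538), mutant 4 (0.0749) or mutant 5 (0.0635).

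Of 40 measured BMP and TGF-beta genes, 3 were higher and 6 lower, or 3 and 12 adjusted over the list alone. Bmp3 rose by 1.75 ± 0.12 (SE, log2), Ltbp2, a binding protein of the extracellular matrix, by 1.33 ± 0.14, and Bmpr1b by 1.28. Tgfb3 fell by 0.47 (adjusted p = 0.0112), Bmp10, a growth factor of right atrial muscle, by 0.48 (0.0277) and Tgfb2 by 0.47 (0.0364). Bmp6 had a log2 fold change of 0.14 and an adjusted p of 0.735. Camera gave the list an adjusted p of 0.0542, downward, and 0.0458 after removal of GC trends, but 0.920 with an estimated correlation and without that removal. The call of Bmp10 ended without control 2 (0.0779), control 3 (0.0758), mutant 3 (0.0765) or mutant 5 (0.0610). That of Tgfb2 ended without control 2 or 3 or any of the 5 mutants (0.0572 to 0.0945).

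At atrial fibrillation loci, 5 of 31 measured genes were higher and 2 lower, the same counts as adjusted over the list alone. Neurl1a, a ubiquitin ligase gene, rose by 1.44 ± 0.16 (SE, log2), the T-box gene Tbx20 by 0.61 ± 0.10, Syne2 by 0.36 ± 0.07 and Gja5 by 0.60 ± 0.13, and Kcnn2 is the other. Scn10a, a sodium channel gene, fell by 1.14 ± 0.18 and the desmosome gene Pkp2 by 0.44 ± 0.08. Of 13 gap junction and desmosome genes, 1 was higher, Gja5, which encodes the atrial connexin 40, and 1 was lower, Pkp2. Gja1 (0.04 ± 0.11) and Dsp (0.07 ± 0.11) had adjusted p of 0.869 and 0.754. Of 8 genes listed as responding to reduced Tbx5, 1 was higher, Gja5 (7288 ± 1577, SD, n = 5, to 10878 ± 1379 normalized counts), and 0 were lower. Gja5 was put in that list here and not by the study, and none of the 7 that the study names as such was called. Counts adjusted over the list alone were the same for these lists. The natriuretic peptide gene Nppa, in the same list, had a log2 fold change of 0.02 ± 0.14 and an adjusted p of 0.950. The call of Gja5 (adjusted p = 0.0190) ended without control 2 (0.0532).

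Of the 27 measured genes singled out by the study from these samples, 11 were higher and 14 lower, or 11 and 15 adjusted over the list alone, which is not independent evidence, and Bmp6 and Cacna1h were not called. The median fold change of that list was -0.45 and its mean 0.15. Of 38 axon guidance genes, 2 were higher, Sema3a and Plxna4, a receptor for it (0.69 ± 0.09, SE, log2), and 0 were lower. Of 29 cardiac transcription factor genes, 1 was higher, Tbx20, and of 18 Klf and Sp family genes 1 was lower, Klf11 (-0.80). Of 18 atrial chamber genes, Gja5 was higher and Bmp10 lower. Adjusted over the list alone the counts were the same, except for 3 lower atrial chamber genes.

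Markers of other cell types were called in small numbers. Of 38 fibroblast and matrix genes, 0 were higher and 3 lower, Postn, periostin (-1.16 ± 0.24, SE, log2), the lysyl oxidase gene Loxl2 (-0.70) and Timp1 (-0.66). Camera called that list lower at 6.41e-04, as it did 22 macrophage genes, and 15 mesothelial genes at 7.69e-04, with 0 called members in the last pair. Each became an adjusted p = 0.920 with an estimated correlation. Of 9 neuronal and glial markers, 1 was lower, Kcna1 (camera 0.0325, and an adjusted p = 0.920 with an estimated correlation). Of 23 endothelial markers, 1 was higher, the VEGF receptor gene Kdr (0.60 ± 0.07), and of 8 lymphocyte markers 1, the T cell receptor gene Trac (2.26 ± 0.22). Of 16 smooth muscle markers, Cnn1, Des (-0.68) and Acta2 (-0.86) were lower, and Cspg4 (0.51) and Smtn (0.43) higher. No member was called among 15 adipocyte and 5 red blood cell genes. Adjusted over the list alone the counts were the same, except for 4 lower fibroblast genes and 4 lower smooth muscle markers. The call of Loxl2 ended without control 2 (0.0544), mutant 2 (0.0535) or mutant 4 (0.0538), and that of Cspg4 without mutant 3 (0.0567) or mutant 4 (0.0504). Those of Timp1 (0.0586 to 0.117), Smtn (0.0530 to 0.0939) and Acta2 (0.0581 to 0.0989) each ended without 8 of the 10 libraries. The libraries whose loss left the call standing were control 1 and mutant 5 for Timp1, control 1 and mutant 1 for Smtn, and control 1 and control 5 for Acta2.

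**Figure D2:**
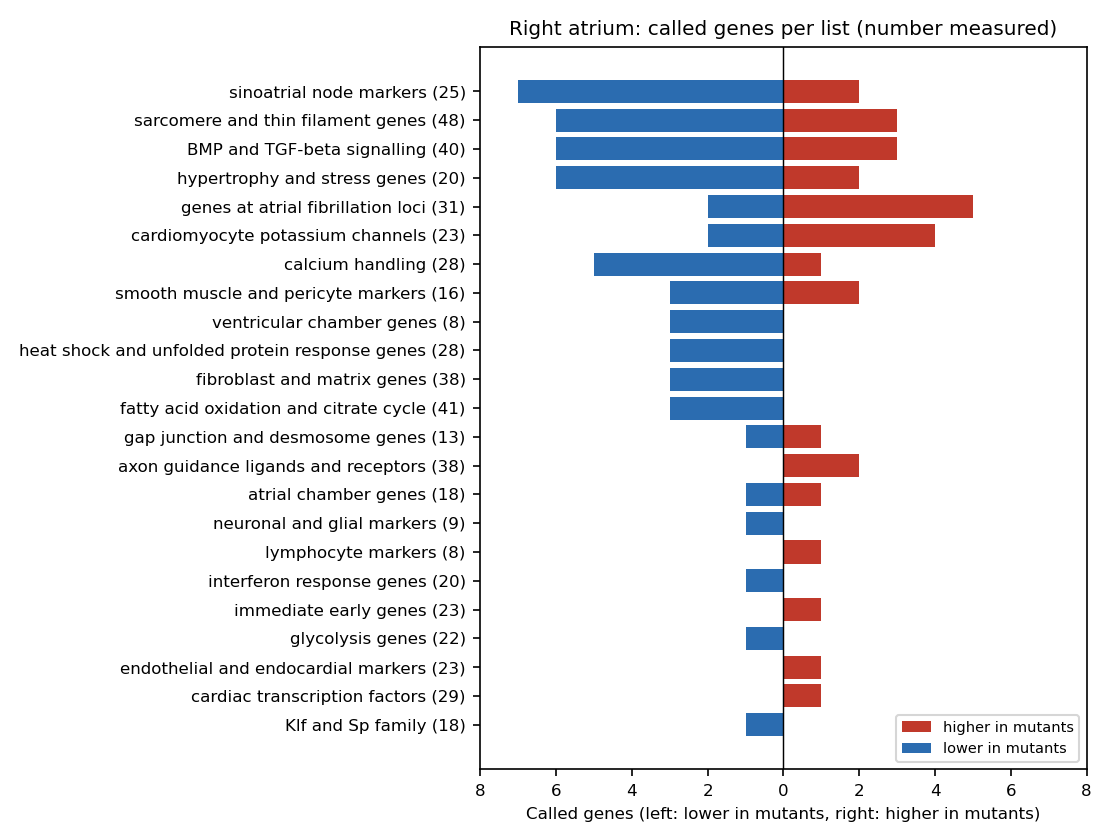
Number of genes called lower (leftward bars) and higher (rightward bars) in mutant right atria for 23 of the fixed lists with a called member, with the number of measured genes in parentheses. Calcium handling genes were called lower in 5 cases and higher in 1, potassium channel genes higher in 4 and lower in 2.

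Over all genes, 128 of the 442 higher genes and 59 of the 448 lower genes changed at least 2-fold, and 423 and 433 of them were protein coding. In 505 genes every mutant library lay above every control library and in 547 below, together 7.36% of genes, where chance gives 0.794%. Camera called 7 of 35 lists and 0 with an estimated correlation. Median and mean fold change differed in sign for the ion catalogue, the singled-out genes, the gap junction and desmosome genes, the genes at fibrillation loci, the atrial chamber genes, the lymphocyte markers and the interferon response genes. The count of 890 called genes became 267 with all 4 groups in a single model and 1481 with the GC content trend of each library as a covariate, which was added after seeing the data. With all 4 groups in a single model, 33 of the named right atrium calls ended, Pkp2 (0.0970), Rgs6 (0.0693), Neurl1a (0.0727), Cacna1d (0.0918) and Myl3 (0.143) among them. With the replicate number as a block 5 ended, Smtn (0.0915), Kcna4 (0.0794), Ifit2 (0.0704), Dnajb9 (0.0637) and Cacna1g (0.0610). Apart from leaving out single libraries, no other alternative ended more than 5.

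The second comparison asks the same in the left atrium. Fewer genes were called, 100 higher and 58 lower of 13192 tested, and the largest changes were again many-fold. Il1rapl2, a synaptic adhesion gene of the interleukin 1 receptor family, was almost silent in controls and rose to 98.6 ± 26.2 (SD, n = 5) normalized counts. Iqgap2, Lgals3, Padi2 and Sema3a were higher by 10.4-fold, 15.5-fold, 13.2-fold and 5.32-fold. The kinase gene Rps6ka6 was 11.3-fold lower, and Aqp4, a water channel, 5.95-fold lower.

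Il1rapl2 (ENSMUSG00000059203, chromosome X, 137570608 to 138846946) started from 1.76 ± 1.97 (SD, n = 5) normalized counts, and its log2 fold change of 5.40 ± 0.42 (SE, adjusted p = 1.08e-05) depends on the added count of 1. Iqgap2 went from 231 ± 31.6 to 2402 ± 345, a log2 fold change of 3.37 ± 0.15 with an adjusted p of 1.11e-08. Lgals3 went from 32.0 ± 11.6 to 526 ± 225, a log2 fold change of 3.96 ± 0.32, and Padi2 from 24.3 ± 6.85 to 329 ± 71.1, a log2 fold change of 3.72 ± 0.23. Sema3a went from 688 ± 95.1 to 3871 ± 1537, a log2 fold change of 2.41 ± 0.23. The other increases among the 10 largest were Gadl1, an amino acid decarboxylase gene (4.25), Frem3 (3.10), the vesicle GTPase gene Rab3b (2.76), the fast troponin I gene Tnni2 (2.63) and the cilium gene Hydin (2.32). In all 10, every mutant library lay above every control library.

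Among the 10 largest decreases, Rps6ka6 (ENSMUSG00000025665, chromosome X, 111388192 to 111537959) went from 338 ± 94.9 (SD, n = 5) to 29.9 ± 11.5 normalized counts, a log2 fold change of -3.50 ± 0.28 (SE) with an adjusted p of 1.08e-05. Aqp4 (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982) went from 321 ± 124.7 to 51.8 ± 15.3, a log2 fold change of -2.57 ± 0.27 with an adjusted p of 1.36e-04. The nuclear receptor gene Nr4a3, an immediate early gene, had a log2 fold change of -2.42, the cohesin gene Smc1b -1.81, and the growth factor gene Igf2 -1.77. Mrvi1 went from 268 ± 102 to 80.6 ± 17.1, a log2 fold change of -1.67 ± 0.23. The matricellular genes Nov and Wisp1 had log2 fold changes of -1.61 and -1.45, the alcohol dehydrogenase gene Adh6b -1.54 and Arxes2 -1.46. In these 10 every mutant library lay below every control library. The call of Smc1b ended without control 2 (0.0547), with the GC trend as a covariate (0.109) and without mutants 1 and 5 (0.117). That of Arxes2 (0.0489) ended without any library but mutant 4 (0.0543 to 0.110), and under those 2 settings as well (0.315 and 0.153).

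Of 27 measured genes singled out by the study, 5 were higher in mutant left atria (Padi2, Lgals3, Sema3a, Bmp3 and Tnni2) and 2 lower (Mrvi1 and Myl3), or 6 and 6 adjusted over the list alone. The study chose that list on the right atria of this series, so it is not independent evidence. The fry test gave it an adjusted p of 0.00278, upward, with a median fold change of -0.06 and a mean of 0.28. Bmp3 rose by 1.65 ± 0.18 (SE, log2), and Myl3 went from 41.5 ± 48.0 (SD, n = 5) to 2.15 ± 1.55 normalized counts (adjusted p = 0.0136). Pln had a mean of 173540 ± 66891 in controls and 71079 ± 24230 in mutants, a log2 fold change of -1.26 ± 0.34 that was not called (adjusted p = 0.103). In each of the 5 numbers the mutant library had less Pln than the control library, and Pln was called with the number as a block (0.00405). The labels do not link control and mutant libraries of a number, so this pairing may be arbitrary. Without it the values overlapped, with mutant 4 (108130) above control 1 (92559). Pln was also called with all 4 groups in a single model (0.00259), where the atria share a spread. It was called by DESeq2 on the recovered reads (8.91e-04), in the authors' deposited table (9.66e-04), with quantile normalization (0.0457) and after removal of GC trends (0.0423). It was called without control 1 (0.0331) or mutant 4 (0.0403), and not with the GC trend as a covariate (0.420) or without mutants 1 and 5 (0.467). Kcnj15 (1.81 ± 0.42) was not called either (0.0514). It was with the block (0.00780), in the single model (0.00335), by DESeq2 (0.00704), in the deposited table (0.00594), after removal of GC trends (0.0392), with a pseudocount of 5 (0.0463), and without control 3 (0.0157) or mutant 4 (0.0463). Gja5 (0.58 ± 0.24, adjusted p = 0.260) was called without mutant 4 (0.0184) or without control 4 and mutant 4 (0.0352).

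Of 134 measured genes in the study's ion catalogue, 5 were higher and 3 lower, or 9 and 5 adjusted over the list alone. Among the higher ones were the glutamate receptor genes Grin2c (1.84 ± 0.27, SE, log2) and Gria3 (0.90 ± 0.20) and the pacemaker channel gene Hcn2 (1.57 ± 0.35). The lower ones were Aqp4, the calcium channel subunit gene Cacna2d2 (-1.19 ± 0.24) and Kcnv2 (-0.92 ± 0.21), which is the 1 called gene of 25 potassium channel genes (1 higher and 1 lower adjusted over the list alone). Of 24 sinoatrial node markers, 2 were higher, Hcn2 among them, and 3 lower, the axonal adhesion gene Cntn2 (-3.14 ± 0.34), Cacna2d2 and Vsnl1 (-1.61 ± 0.37), with 4 and 9 adjusted over the list alone. Of 28 calcium handling genes, 1 was higher, Ppp1r1a (1.52 ± 0.29), and 1 lower, Mrvi1, or 1 and 5 adjusted over the list alone. The call of Ppp1r1a ended without control 2 (0.0585), control 3 (0.0567), mutant 1 (0.0527), mutant 3 (0.0604) or mutant 5 (0.0541). That of Cacna2d2 ended without control 1, 2, 3 or 4 or mutant 2, 3 or 5 (0.0565 to 0.0873), and that of Gria3 without control 2, 3, 4 or 5 or mutant 2, 3 or 5 (0.0529 to 0.126). Those of Hcn2 (0.0582 to 0.132), Kcnv2 (0.0541 to 0.106) and Vsnl1 (0.0567 to 0.119) stood only without mutant 3 or 4, without control 3 or mutant 4, and without mutant 4.

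Of 46 sarcomere genes, 2 were higher, Myl1 (1.54 ± 0.22, SE, log2) and Tnni2, and 1 lower, Myl3. Camera called that list higher at 0.0306, with an adjusted p = 0.824 with an estimated correlation. Of 38 BMP and TGF-beta genes, 1 was higher, Bmp3, and camera called the list lower at 0.00387, with an adjusted p = 0.753 with an estimated correlation. Of 28 cardiac transcription factor genes and 16 Klf and Sp family genes, 0 were called, and camera called both lists lower at 0.0187, with an adjusted p = 0.753 with an estimated correlation. Camera also called 14 mesothelial genes lower at 8.75e-04 and 13 adipocyte genes lower at 0.0385, and 14 smooth muscle genes higher at 0.0351, each with 0 called members and an adjusted p = 0.753 with an estimated correlation. After removal of GC trends the camera calls of the sarcomere (0.170) and smooth muscle (0.143) lists ended, while the endothelial (0.00973), macrophage (0.00986) and ventricular chamber (0.0147) lists were called lower. Without that removal these 3 had adjusted p of 0.875, 0.824 and 0.753 with an estimated correlation, and of 0.569, 0.569 and 0.157 by fry. Of 22 macrophage genes, 1 was lower, the chemokine receptor gene Ccr2 (-1.64 ± 0.34), and of 4 lymphocyte genes 1 was higher, Trac (2.18 ± 0.38). Of 8 genes listed as responding to reduced Tbx5, 13 gap junction and desmosome genes, 31 genes at atrial fibrillation loci, 38 fibroblast and 22 endothelial genes, 0 were called. Of 35 axon guidance genes 1 was higher, Sema3a, and Myl3 was the 1 lower of 8 ventricular chamber genes. Adjusted over the list alone, 4 sarcomere genes were higher and 1 lower, 2 BMP and TGF-beta genes higher and 5 lower, 1 transcription factor gene higher and 4 lower, 4 smooth muscle genes higher, and 2 axon guidance genes higher and 2 lower. On the same count 2 Klf and Sp family, 3 ventricular, 3 endothelial and 2 macrophage genes were lower. Ryr2 (0.00 ± 0.25), Atp2a2 (0.04 ± 0.32), Nppa (0.06 ± 0.26), Tbx3 (-0.02 ± 0.27), Dsp (0.05 ± 0.17) and Gja1 (-0.14 ± 0.23) had adjusted p from 0.733 to 0.997. The call of Ccr2 ended without control 2, 3 or 5 or mutant 1, 2, 3 or 5 (0.0541 to 0.0920).

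Over all genes, 77 of the 100 higher and 33 of the 58 lower left atrium genes changed at least 2-fold, and 92 and 54 of them were protein coding. In 266 genes every mutant library lay above every control library and in 192 below, together 3.47% of genes, where chance gives 0.794%. Camera called 10 of 35 lists and 0 with an estimated correlation. Median and mean fold change differed in sign for the calcium handling, singled-out, axon guidance, hypertrophy and lymphocyte lists. Left libraries differed in how their values followed GC content: the mean Spearman correlation of a library's deviation with GC was -0.253 ± 0.211 (SD, n = 5) in controls and 0.148 ± 0.431 in mutants (exact permutation p = 0.111), highest in mutant 1 (0.67) and mutant 5 (0.52). Another split of the left libraries, which followed these trends, called 1868 genes. The count of 158 called genes rested on single libraries: it was 71 without control 2, 80 without control 3, 100 without mutant 2, 92 without mutant 3, 94 without mutant 5 and 371 without mutant 4. It was 83 with the GC trend as a covariate, 78 without mutants 1 and 5 and 250 without control 4 and mutant 4, which had the highest mitochondrial rRNA shares, all added after seeing the data. It was 1235 with all 4 groups in a single model, 431 with DESeq2, 418 in the authors' deposited table, and 693 with the replicate number as a block, where 285 were higher and 408 lower. With the GC trend as a covariate 12 of the 34 named left calls ended: Arxes2 (0.315), Hcn2 (0.289), Vsnl1 (0.271), Nr4a3 (0.129), Ccr2 (0.115), Smc1b (0.109), Ppp1r1a (0.109), Kcnv2 (0.105), Gria3 (0.103), Trac (0.10), Cacna2d2 (0.0597) and Nov (0.0523). Without mutants 1 and 5, 12 ended, some of them the same: Hcn2 (0.391), Ccr2 (0.190), Arxes2 (0.153), Trac (0.143), Ppp1r1a (0.131), Vsnl1 (0.129), Nr4a3 (0.125), Smc1b (0.117), Kcnv2 (0.116), Adh6b (0.0773), Fhl1 (0.0735) and Tnni2 (0.0587).

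The third comparison asks whether the allele acts alike in the atria, which the study set side by side. Of 804 right atrium calls tested in both, 708 (88.1%) had the same sign in the left, and of 150 left calls 148 (98.7%) had the same sign in the right. When left and right libraries were split together into other groups, each of which still sets unequal numbers of mutants against each other, as many genes of lowest p gave a median of 68.5% (43.4% to 95.02%) for the right and 78.7% (28.0% to 98.7%) for the left. The overlap was 83 genes higher in both, where independent lists would give 2.96, and 41 lower in both, where they would give 1.83, with 0 called in opposite directions. Iqgap2, Lgals3, Padi2, Sema3a, Bmp3 and Tnni2 were among the genes higher in both, and Mrvi1, Rps6ka6, Myl3, Kcnv2 and Arxes2 among those lower in both. Across the 12537 genes tested in both, which are not independent replicates, the fold changes had a Pearson r of 0.546 and a Spearman rho of 0.400, and 9 of 100 joint splits of the libraries gave an r as high.

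**Figure D3:**
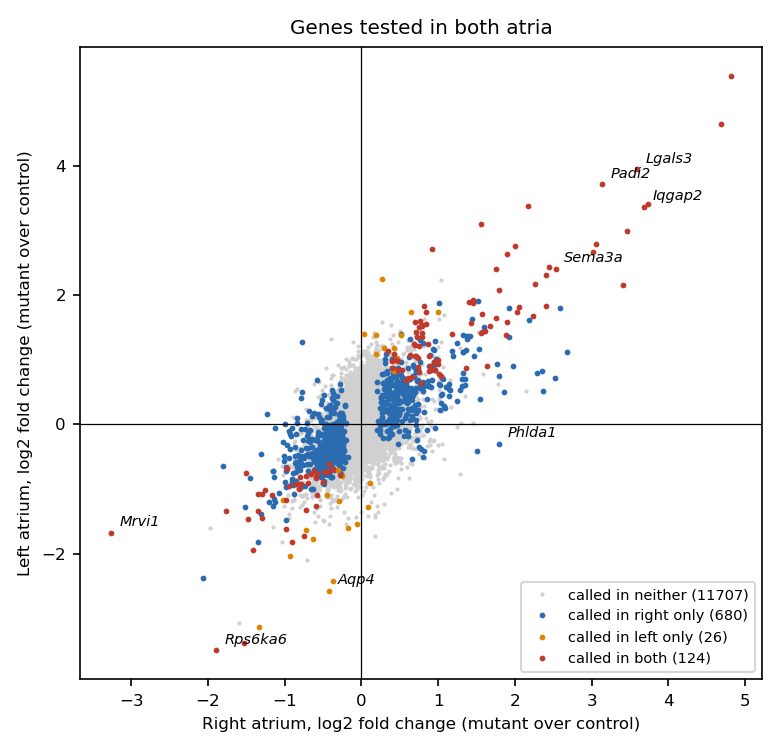
Log2 fold change, mutant over control, in the left atrium against the right atrium for each gene tested in both, coloured by where it was called. The 124 genes called in both lie in the quadrants of same sign.

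A test of the difference itself called 8 of 12537 genes, 3 with a higher left than right change and 5 with a lower one, and 1020 at an unadjusted p under 0.05. It treated all 20 libraries as independent. A model that let left and right libraries of the same genotype and number be correlated called 11, 5 with a higher left change and 6 with a lower one. Mrvi1 fell less in the left atrium, by 1.58 ± 0.29 (SE, log2) with an adjusted p of 0.0321. The kinesin gene Kif1a differed by 1.25 ± 0.22, with -0.57 in the right and 0.68 in the left, and 1110012L19Rik by 1.80 ± 0.28, with 0.93 and 2.72. Aqp4 differed by -2.15 ± 0.37 (0.0254), with -0.42 in the right and -2.57 in the left. Phlda1, a gene of the pleckstrin homology domain family, differed by -2.09 ± 0.37, with 1.80 in the right and -0.30 in the left. The right change of Phlda1 and the left change of Kif1a rest on low counts, with means of 19.2 and 18.4 normalized counts. The transcription cofactor gene Eya1 differed by -1.37 ± 0.24, Fam107b by -1.19 ± 0.22 (0.0350) and Tmtc2 by -1.16 ± 0.19.

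All 8 calls ended without right control 4, right mutant 3, right mutant 5, left control 2 or left mutant 5, where the count became 0. For 1110012L19Rik these were the only ones (0.0520 to 0.0695). The call of Aqp4 also ended without right control 1, 2 or 3 or right mutant 1 (0.0505 to 0.0695), that of Phlda1 without right control 2 or 5 or right mutant 2 or 4 (0.0505 to 0.0762), and that of Tmtc2 without right control 2, 3 or 5 or right mutant 1 (0.0505 to 0.0695). That of Kif1a ended without any right library but mutant 2 (0.0505 to 0.0782), that of Eya1 without any right library but mutant 4 or without left control 3 (0.0505 to 0.0721), and that of Fam107b without any right library or left control 1 or 4 (0.0513 to 0.110). That of Mrvi1 stood only without left control 5, left mutant 3 or left mutant 4 (0.0505 to 0.0976 otherwise). The count of 8 was 1 without right control 2, 2 without right control 3, right control 5 or right mutant 1, 3 without right control 1, 4 without right mutant 2 and 5 without right mutant 4. With the replicate number as a block 10 genes were called, while the calls of Phlda1 (0.0751) and Fam107b (0.0955) ended. Without left mutants 1 and 5 all but 1110012L19Rik ended (0.0625 to 0.185), and with weights per atrium those of Mrvi1, Kif1a, Aqp4 (0.0922 each) and Phlda1 (0.188) did. Removal of GC trends ended those of Kif1a (0.0859) and Aqp4 (0.0716), and quantile normalization those of Phlda1 (0.0623) and Fam107b (0.0721). Without left control 4 and mutant 4, that of Aqp4 ended (0.0510). DESeq2 on the recovered reads called 38.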

Values the study reported

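The study reported 1316 genes differentially expressed in mutant right atria at an adjusted p under 0.05, with 5 atria per genotype, of which 706 were lower and 610 higher. It reported that 33 of 300 ion handling genes and 14 of 30 sinoatrial node markers were differentially expressed there.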

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

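Of the tests in this part, those of GC content trends behind the left count, of the size of left responses and of overlapping genes were chosen only after the result was seen.

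Fewer genes were called in the left atrium, 158 against 890 in the right, but the gap depends on the fit. Separate fits per atrium gave these counts. With the replicate number as a block 693 left and 885 right genes were called, and with all 4 groups in a single model 1235 and 267. The single model shares a spread between the atria, which understates the larger left spread and overstates the right. Its counts therefore do not decide the size of the gap. Removing the GC content trend of each library left 195 called, and thinning the right libraries to the left libraries' reads outside the mitochondrial rRNA genes left 830 right calls, which argues against GC trends and read number as the whole cause. The slope of left on right fold changes over the right calls was 0.837, which argues against responses much smaller in the left atrium. Adding the right fold changes of 804 called genes to the left residuals gave 98 calls. The larger spread between left libraries (median SE 0.226 against 0.108) may thus account for the lower count in separate fits without the block. The residuals had their group means removed, so the added changes carried no left sampling error and other genes had no change. The 98 is therefore not a like count beside 158. Whether the spread comes from the biology of the left atrium or from handling of the samples was not tested.

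Neighbouring genes within 100 kb were called in the same direction in the right atrium in 57 pairs, where random placement of the calls gave a mean of 18.3 (permutation p = 1e-04, the smallest that 10000 placements can give), and in opposite directions in 3 pairs against 18.4. Pairs without overlapping gene bodies numbered 43 against 15.0, which argues against reads shared between overlapping genes as the whole cause. After removal of GC trends 57 pairs stood against 20.1. The GC trends of right libraries hardly differed between genotypes (mean Spearman correlation -0.0043 in controls and -0.0049 in mutants, exact permutation p = 0.992). Their removal could therefore change little and is a weak test of shared GC content. A candidate explanation is that changes of expression spread over neighbouring genes, which fits the 57 pairs but was found and tested on the same data, without chromatin data. In the left atrium 7 such pairs stood against 0.62.

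In 290 groups of 5 values, 16 had a library farther from the other 4 than a Dixon test at its 95% level allows, and chance alone flags about 1 in 20 groups, here 14.5. In the right atrium, mutant 5 stood highest among mutants for Tph1 (114 normalized counts, others 86.3 to 93.8). Control 4 stood highest among controls for Nfasc (67.4, others 21.5 to 32.4) and for Ankrd23 (1895, others 1236 to 1391). Mutant 3 stood highest for Mapk10 (222, others 163 to 169), and mutant 2 for Gja5 (13323, others 10000 to 10501). For Casq1, control 2 stood lowest (831, others 1113 to 1227) and mutant 4 highest (823, others 444 to 538). Mutant 1 stood lowest for Kcna4 (273, others 409 to 455). Control 5 had the highest share of red blood cell gene reads, 0.0481% against 0.00965% to 0.0181%.

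In the left atrium, mutant 5 stood highest for Il1rapl2 (144 normalized counts, others 77.8 to 94.9). For Nr4a3, control 5 stood highest among controls (3353, others 385 to 981) and mutant 2 among mutants (347, others 123 to 178). Control 5 also stood highest for Myl3 (125.5, others 13.2 to 37.1) and in recovered reads (24.8 M, others 19.1 to 20.7). Mutant 4 stood lowest for Ryr2 (21277, others 46123 to 48396). Control 1 stood lowest for Dsp (11028, others 16301 to 17891).

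The change differed between the atria, by the limma test of the difference, in 8 genes (left minus right, log2). It was higher in the left for 1110012L19Rik (1.80, adjusted p = 0.0215), Mrvi1 (1.58) and Kif1a (1.25), and lower in the left for Aqp4 (-2.15), Phlda1 (-2.09), Eya1 (-1.37), Fam107b (-1.19) and Tmtc2 (-1.16). As said of the third comparison, each of these calls ended when some libraries were left out.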

How the results depend on the processing

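Of the alternatives in this part, those on GC content, on clock genes, on pairs of left libraries left out and on weights per atrium were chosen only after seeing the data. No named value that was called in the main fit or in an alternative turned its direction there. Changes of sign among values called in neither were not counted. Of the 120 named calls, 62 stood under every alternative, and 19 named values were without a call. The right atrium count of 890 ran from 603 to 1088 when each library was left out in turn, was 267 (165 higher, 102 lower) with all 4 groups in a single model and 1481 (712 and 769) with the GC trend as a covariate, and stayed within 1.5 times under the others. The left atrium count of 158 ran from 71 to 371 when each library was left out. It was 693 (285 higher, 408 lower) with the replicate block, 431 with DESeq2, 1235 (721 and 514) with all 4 groups in a single model, 418 in the authors' deposited table, 83 with the GC trend as a covariate, 78 without mutants 1 and 5, which leaves 8 libraries, and 250 without control 4 and mutant 4. The difference count of 8 ran from 0 to 11 when each library was left out and was 38 with DESeq2, 2 without left mutants 1 and 5, 13 without left control 4 and mutant 4, and 4 with weights per atrium. The right list count of 7 was 11 with no filter, 11 with the block, 0 with an estimated correlation, 2 with fry, and 6 to 11 when each library was left out. The left list count of 10 was 6 at a mean of at least 50, 6 with the block, 0 with an estimated correlation, 1 with fry, and 3 to 15 when each library was left out. The correlation of the atria, 0.546 with a jackknife SE of 0.139, was 0.36 with no filter and 0.476 to 0.610 when each library was left out. Except where fewer libraries were used, the cause was not tested. In the single model, the spread shared between the atria pushes the left count up and the right count down, because left libraries spread more. Residuals from the group means of control and mutant libraries of a number correlated by -0.03 (number 4) to 0.27 (number 3) in the right atrium. In the left atrium they correlated by 0.03 (number 3) to 0.32 (number 1). This likeness varied and was not tested, and the labels do not give the link, so the block is only an alternative. The consensus correlation of left and right libraries of the same genotype and number was 0.193, and a model with that correlation called 11 genes in the difference. The robust step has no counterpart in camera and was not run for lists. The simulated recovery of 17.9% of 1.5-fold changes in the left atrium limits what an uncalled gene there can say.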

Other observations

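Of the tests in this part, the splits for the right and left atrium counts and for the covariance, the joint splits for the difference and for shares of the same sign, and the tests of ventricular tissue and of likeness of left and right libraries, were chosen only after the result was seen.

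Genes of metabolism and stress were called in small numbers in mutant right atria. Of 41 genes of fatty acid oxidation and the citrate cycle, 0 were higher and 3 lower, or 5 lower adjusted over the list alone: Hadhb (-0.33 ± 0.07, SE, log2) and Acadvl (-0.41 ± 0.09), enzymes of beta oxidation, and Eci1 (-0.32 ± 0.08). Camera gave that list an adjusted p of 2.21e-04 and 78 nuclear genes of the respiratory chain, with 0 called, 6.41e-04, both downward, with an adjusted p = 0.920 and an adjusted p = 0.948 with an estimated correlation. Of 22 glycolysis genes, 1 was lower, the glucose transporter gene Slc2a1 (-0.89 ± 0.12). Of 28 heat shock and unfolded protein response genes, 3 were lower, Chac1 (-2.76 ± 0.25), a glutathione-degrading enzyme of the stress response, Hspb1 (-0.69 ± 0.14) and Dnajb9 (-0.23 ± 0.05). Of 20 hypertrophy and stress genes, 2 were higher, Lgals3 and the LIM protein gene Fhl1 (0.87 ± 0.09), and 6 lower. Of 23 immediate early genes 1 was higher, Fosl2 (0.46 ± 0.10), and of 20 interferon response genes 1 was lower, Ifit2 (-0.56 ± 0.15). No member was called among 16 clock genes, 23 cell cycle genes, 7 mitochondrially encoded respiratory genes and 76 ribosomal protein genes. Adjusted over the list alone, 7 hypertrophy genes and 2 immediate early genes were lower, 0 interferon genes were, 1 mitochondrially encoded gene was higher, and the other counts were the same. The call of Acadvl ended without control 3 (0.0544) or mutant 4 (0.0537), and that of Dnajb9 without control 2 (0.0667), control 3 (0.0525), mutant 2 (0.0616) or mutant 5 (0.0525). That of Eci1 stood only without control 1 or 2 (0.0576 to 0.105 otherwise), and that of Ifit2 only without control 4 (0.0607 to 0.117 otherwise).

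In mutant left atria 0 of 41 genes of fatty acid oxidation and the citrate cycle and 0 of 20 glycolysis genes were called. Camera called 74 nuclear genes of the respiratory chain and 69 ribosomal protein genes higher and 22 immediate early genes lower, each at 0.0367, with an adjusted p = 0.901, an adjusted p = 0.753 and an adjusted p = 0.753 with an estimated correlation. After removal of GC trends the calls of the respiratory chain and ribosomal lists ended (0.156 each). Nr4a3 is the 1 called immediate early gene. Of 18 hypertrophy and stress genes, 2 were higher, Lgals3 and Fhl1 (1.06 ± 0.19, SE, log2), and 0 lower. The call of Fhl1 ended without mutants 1 and 5 (0.0735).

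Libraries were split at random to ask how often other groupings give results as large. For the right atrium count of 890, 1 of 100 splits did, the real one, and the highest other gave 0, so chance can be excluded. For the left count of 158, 2 of 100 did, so chance can be excluded at that share, but another split gave 1868. That split set control 1 and mutants 1, 2, 3 and 5, the libraries whose values rose most with GC content, against the others, gave 242 after removal of GC trends, and points to a structure of the left samples, while 98 of the 99 other splits gave 0. For the difference, 3 of 100 pairs of splits gave at least 8 genes, but the highest other gave 1116, which points to a structure of the samples as well. Those pairs split each atrium on its own. With left and right libraries of a genotype and number kept together, 2 of 100 joint splits gave at least 8 (highest other 561). Splits other than the real one mix genotypes, so changes shared by the atria add to their spread and can lower their counts. Neither test of the difference can therefore exclude chance for the 8 genes. For lists called by camera, 79 of 100 splits gave at least the 7 of the right atrium (highest other 19) and 49 of 100 at least the 10 of the left (highest other 21), so chance cannot be excluded for either. For the correlation of the atria, 9 of 100 joint splits gave an r as high as 0.546 (highest other 0.636), so this test does not exclude chance. Each other joint split still sets unequal numbers of mutants against each other, so its r can hold changes of the genotype too. The test therefore does not show that the agreement is due to chance. For the covariance of the fold changes, 0.0760, 1 of 100 gave one as high (highest other 0.0479). A covariance grows with the size of the fold changes, which the right atrium count already reflects, so it does not show agreement of the atria beyond the correlation. For the 124 genes called in both in the same direction, 1 of 100 joint splits gave as many (highest other 0). No other split called genes in each atrium, so the others were bound to give 0 and this test cannot decide. For the share of right calls with the same sign in the left, 88.1%, 10 of 100 gave one as high (highest other 95.02%). This does not exclude chance, with the same limit as for the correlation. For the share of left calls, 98.7%, 3 of 100 did (highest other 98.7%), so chance can be excluded at that share.

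Less ventricular tissue in the mutant right samples was tested as a source of the lower Pln and Myl3. For each normalized count of Myl2 lost, 241 of Pln were lost (23172 ± 2576, SE, against 96.3 ± 41.9), and with Myl2 as a covariate Pln kept 121% of its fold change, which argues against it for Pln. Myl3 kept 59.8%, going from -1.53 ± 0.22 to -0.91 ± 0.26 (SE, log2), too wide a spread to decide. It lost 281 ± 54.8 (SE) normalized counts, more than Myl2, which goes against ventricular tissue as its whole source only if ventricles hold no more Myl3 than Myl2, and no ventricle was sequenced. So less ventricular tissue stays open for Myl3. For Myl2, the covariate, it was not tested. Variants of another strain around the edited gene were tested next: 10 of 222 tested genes within 10 Mb of Tbx5 were called in the right atrium, 4.50% against 6.26% elsewhere (two-sided Fisher's exact p = 0.329). Calls were thus not more frequent near Tbx5. The window was too small to hold most of the 890 calls, so the test says nothing on the source of calls elsewhere.

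Left and right libraries of the same genotype and number were alike. Over all genes tested in both atria, residuals from the group means correlated by 0.224 on average, in 9 of 10 pairs above 0. When left numbers were exchanged within a genotype the average was 0.00245, and an average as high had an exact permutation p of 3.47e-04. This is consistent with left and right libraries of a genotype and number coming from the same animal or time of collection, which the labels do not state. Arntl, a core clock gene picked for its values, so no test, was highest in controls 4 and 5 and mutant 5 in both atria.

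Of the 25 measured sinoatrial node markers of the list fixed here, 9 were called in the right atrium. The count that the study gives for its own list of node markers is larger, but the counts are not like for like. The study used DESeq2, and beside its node markers it names Bmp3, Bmp10 and Cacna1h as changed, which the list fixed here does not hold. How much each of these adds to the difference was not tested.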
